A study of Mus musculus with 6 samples. Its data were reported in "Macrophages and nociceptor neurons form a sentinel unit around fenestrated capillaries to defend the synovium from circulating immune challenge" (2024).

How the data were processed

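RNA was sequenced from fibroblasts sorted by flow cytometry from the synovium, the lining tissue of joints, of C57BL/6 mice. The 6 libraries fall into 3 from mice given immune complexes (IC), which are antibodies bound to their antigen, by injection into a vein, and 3 from mice given vehicle. Groups and replicate numbers were taken from the sample labels. The deposited values are raw counts of reads per gene, which the authors made by trimming reads with Trim Galore, aligning them to the mouse genome build mm10 with HISAT2 and counting them with featureCounts. Tool versions, the gene annotation and the use of strand in counting are not stated, so genes that overlap on opposite strands or share reads with near-identical copies are uncertain. The labels and the study's methods name different total RNA library kits, and the counts do not tell which was used. The study's methods also state that batch effects were removed with sva, without the number of surrogate variables or the step, and the labels give no batch.

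The table holds 24348 genes by symbol. The 6 per-sample files were identical to their columns in the table, and every gene in the table had a count above 0 in at least 3 libraries. Genes outside the table were not analysed here. Total counts ranged from 40114331 to 56714304 per library. A GENCODE M21 gene of the same symbol was found for 23865 symbols (98.0%), and gave the coordinates, on GRCm38, the assembly that mm10 names.

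Genes with at least 10 counts in at least 3 libraries were tested, which kept 19925 genes. The 4423 genes left out held 0.0429% of all counts. The comparison of IC with vehicle used the Wald test of DESeq2 (version 1.42.0) with its default size factors, dispersion shrinkage, Cook's cutoff and independent filtering, since the study's methods name DESeq2. No surrogate variable was included, and 1 was tried as an alternative. Treatment was the only term, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05. DESeq2 gave no adjusted p to 3863 genes with low counts and to 7 genes with an outlying count. Log2 fold changes are unshrunken, and values per library are counts divided by the size factor.

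Gene lists were tested by preranked enrichment with fgsea (version 1.28.0) on the Wald statistic with weighting 0, adjusted over the 20 lists with at least 5 tested genes. This test treats genes as independent. It was set beside camera with a preset correlation of 0.01, camera with an estimated correlation, and fry, all from limma (version 3.58.1) on voom values. The lists were 6 response lists (interferon alpha, interferon gamma, IL-6-JAK-STAT3, TNF-NF-kB, chemokines and extracellular matrix), lists of cell type markers, and background lists. A scan of the Reactome sets shipped with fgsea covered 695 sets of 15 to 300 genes, for which 98% of the gene numbers were matched to symbols. Principal components used the 500 most variable genes after variance stabilization.

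The test, the lists and the rule for named genes were fixed before the data were examined. The rule named Cxcl1, Cxcl13, Ccl8, the Fc gamma receptor genes and Fcer1g. It added the 6 highest and 6 lowest log2 fold changes among called genes with a mean normalized count of at least 100 and no overlap between groups. It further added called chemokine genes with a mean of at least 10, and the 3 members of each other response list with the smallest adjusted p. Other genes are named as chosen after their values were seen.

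The alternatives were the quasi-likelihood test of edgeR (version 4.0.16), limma-voom, TMM or total-count scaling, no count filter, a mean normalized count of at least 100, independent filtering or Cook's cutoff off, the replicate number as a block, 1 surrogate variable from sva (version 3.50.0), each library left out in turn, other thresholds and other list tests. Further alternatives were chosen after seeing the data. They were edgeR's likelihood-ratio test, edgeR with the block, offsets for GC content and transcript length, a skeletal muscle score or a score of 12 tested myogenic genes as a term, and removal of 5 genes related to ribosomal RNA.

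The tests were checked on counts simulated from the means, dispersions and size factors of 19925 genes, with 200 genes changed. The changed genes were drawn above a minimum mean count, so the recovery does not cover genes of low count. With changes of 2-fold, DESeq2 recovered 78% of the changed genes and 21.2% of its calls were false. With changes of 1.5-fold it recovered 51.5%, and 21.0% of its calls were false. With no gene changed, DESeq2 made a mean of 5 calls and edgeR 3 over 3 simulations. edgeR recovered 70.8% and 42.8%, with 9.77% and 11.1% of its calls false. Both tests thus made more false calls than the nominal 5 in 100 at 3 libraries per group, DESeq2 more so. The enrichment test found the shifted list in 3 of 3 simulations at each fold change. Every gene of that list was raised by the full fold change. The check therefore does not measure power for lists with smaller or mixed changes. At an unadjusted p under 0.05 it called 2 of 60 unshifted lists with changes of 2-fold and 4 of 60 with changes of 1.5-fold. Genes were drawn independently in these simulations, so they do not test lists of correlated genes.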

Results

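Gene expression was measured by total RNA sequencing in sorted synovial fibroblasts, with 3 libraries from mice given IC and 3 from mice given vehicle. The sample labels do not state whether each library came from 1 mouse. The total counts of IC replicates 1, 2 and 3 were 43577433, 45914945 and 54025183. Those of vehicle replicates 1, 2 and 3 were 56714304, 52166816 and 40114331, so depth overlapped between groups. Vehicle replicate 1 had 0.963% of its counts in Gm42418, a gene that overlaps a ribosomal RNA repeat, against 0.375% to 0.553% in the other 5 libraries. Libraries of one group differed by more than sampling noise, with a chi-square per degree of freedom of 16.02 to 76.4 over 13490 genes, and each was counted as 1 replicate. Xist, which is expressed from the inactive X chromosome of females, had 117435 to 148397 normalized counts in the 6 libraries. Y-linked genes were not analysed here.

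The first question was whether libraries separated by treatment. The first principal component held 49.3% of the variance, with scores of 2.18 to 8.16 for IC and −5.996 to −3.61 for vehicle. Pearson correlations of log2 normalized counts over 13435 genes were 0.9788 to 0.9891 within groups and 0.9743 to 0.9870 between groups, so these ranges overlapped.

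**Figure D1:**
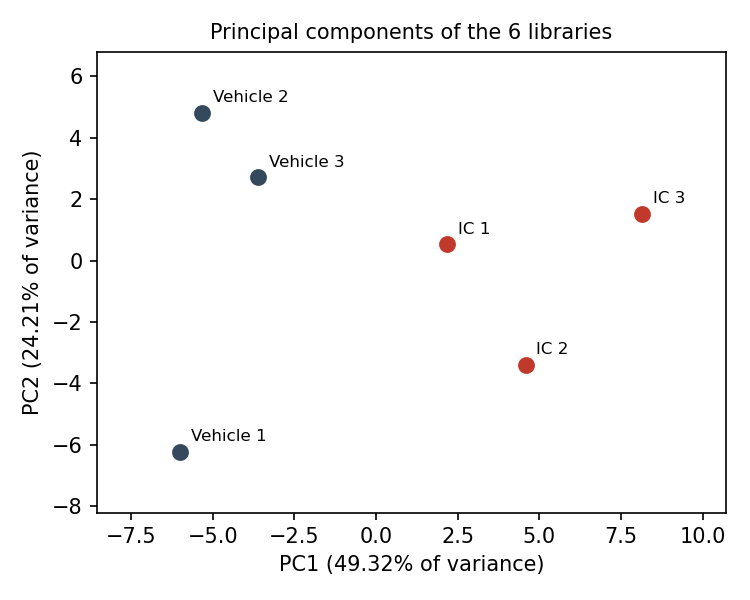
Scores of the 6 libraries on the first 2 principal components of variance-stabilized counts, with each axis giving its share of the variance and colour giving the group. The 3 IC libraries have positive scores on the first component (49.3% of the variance) and the 3 vehicle libraries negative ones.

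The second question was which genes changed after IC in the libraries of sorted fibroblasts. DESeq2 called 419 genes at an adjusted p under 0.05, 205 higher and 214 lower after IC. Among the alternatives set in advance that kept this threshold, the choice of test moved this count most. The quasi-likelihood test of edgeR called 37 genes, 12 higher and 25 lower, and all 37 were among the 419. The 419 genes all had an unadjusted p under 0.05 with edgeR, and their median adjusted p there was 0.129. In simulated counts of the same depth, 21.2% of DESeq2's calls and 9.77% of edgeR's calls at a 2-fold change were false. With 1 surrogate variable as a term DESeq2 called 334 genes, 181 higher and 153 lower, of which 273 were among the 419. A skeletal muscle score or a score of myogenic genes as a term, both chosen after seeing the data, gave 32 and 20 genes. Of these, 30 and 15 were among the 419. Both scores largely followed the treatment, so these terms also remove much of the treatment difference. Leaving out vehicle replicate 1 raised DESeq2's count to 671, of which 326 were among the 419. Leaving out IC replicate 3 lowered the genes higher after IC to 124. Leaving out IC replicate 2, vehicle replicate 2 or vehicle replicate 3 lowered the genes lower after IC to 135, 127 and 142. The changes were mostly small, with a median absolute log2 fold change of 0.54, and 77 genes exceeded 1, 19 higher and 58 lower. The 3 IC values lay apart from the 3 vehicle values for 15.8% of all tested genes, against 10% by chance.

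**Figure D2:**
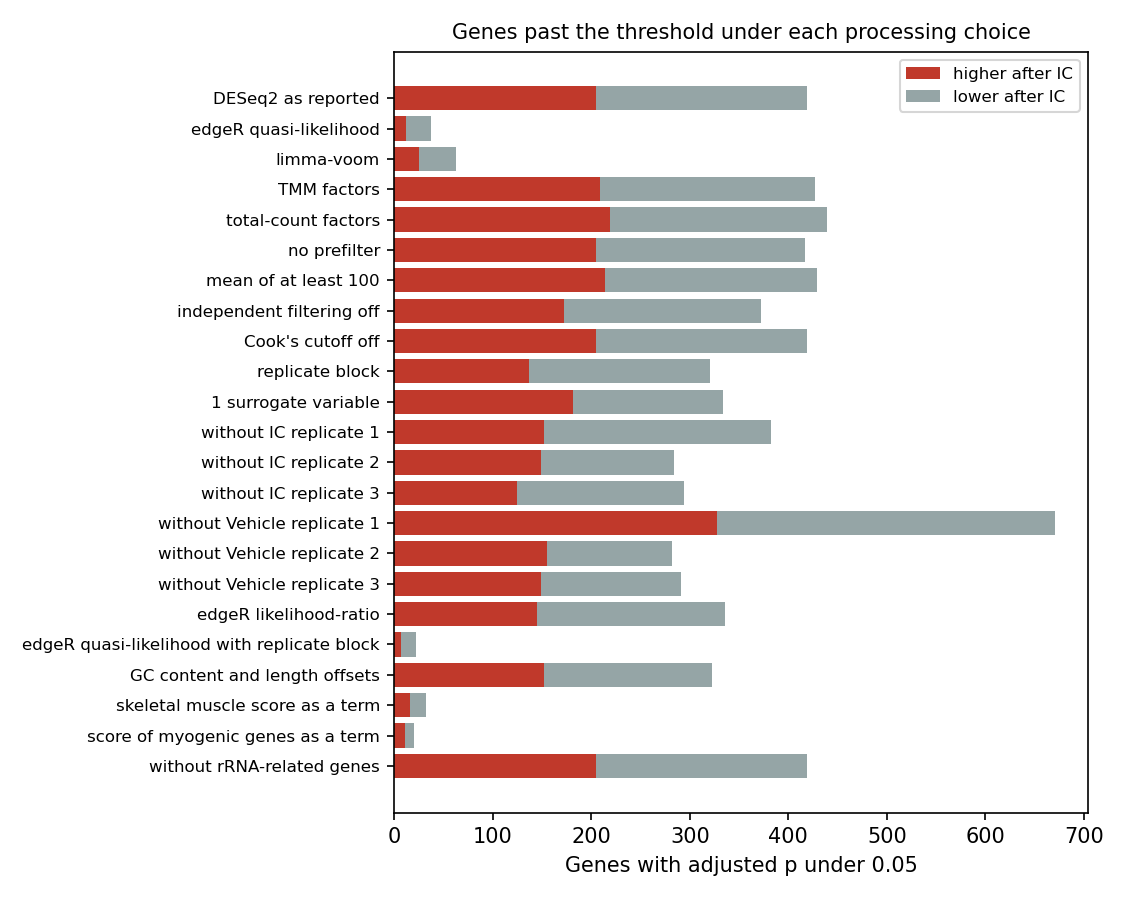
Number of genes with an adjusted p under 0.05 (horizontal axis) under each processing choice, split into genes higher and lower after IC. DESeq2 as reported gives 419 genes, and edgeR's quasi-likelihood test gives 37.

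The study names 3 chemokine genes, which recruit leukocytes. Cxcl1 (chromosome 5, 90891241 to 90893115, GRCm38) had 36440 ± 5575 normalized counts after IC and 26720 ± 665 after vehicle (SD, n = 3 each), a log2 fold change of 0.45 with a standard error of 0.098 and an adjusted p of 0.000664 by DESeq2. The call held when any 1 library was left out, with adjusted p from 0.000645 to 0.0206. Ccl8 (chromosome 11, 82115185 to 82116799) had 981.7 ± 379 against 548 ± 18.2, a log2 fold change of 0.84 ± 0.217 (SE) with an adjusted p of 0.00748. Without IC replicate 3 the log2 fold change of Ccl8 was 0.48 and its adjusted p 0.103, and it was 0.0717 without vehicle replicate 2 and 0.0911 without vehicle replicate 3. Cxcl13 (chromosome 5, 95956951 to 95961068) had 526 ± 95.3 against 313 ± 71.1, a log2 fold change of 0.75 ± 0.221 (SE) with an adjusted p of 0.0352. Cxcl13 passed the threshold in 1 of the 6 fits that each left out 1 library, that without vehicle replicate 2, with adjusted p from 0.00850 to 0.358. With edgeR's quasi-likelihood test the adjusted p was 0.107 for Cxcl1, 0.176 for Ccl8 and 0.199 for Cxcl13, so none of the 3 was called. No other chemokine in the list of 20 tested was called by DESeq2.

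Fcgr2b, a gene for a receptor of the constant part of IgG, was near the floor, as was Fcer1g, which encodes a signalling chain of Fc receptors. Fcgr2b had 7.83 ± 6.73 normalized counts after IC and 22.3 ± 10.7 after vehicle (SD, n = 3 each), and Fcer1g had 25.6 ± 13.7 and 32.4 ± 15.9. DESeq2 gave neither an adjusted p, and a difference was not detectable at this depth. Fcgr1 and Fcgr4 were not analysed here, and Fcgr3 was not tested.

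The genes with the highest fold changes under the rule set in advance were Il1rl1, Ifit3b, Serpina3n, Coch, Gm21887 and Acan. Serpina3n (chromosome 12, 104406729 to 104414329), an inhibitor of serine proteases, rose from 6267 ± 720 to 20440 ± 4614 (SD, n = 3 each), a log2 fold change of 1.71 ± 0.132 (SE), with an adjusted p of 4.20e-34 by DESeq2 and 0.00401 by edgeR. It was called in all 16 alternatives that kept the 6 libraries and in all 6 fits without 1 library. Il1rl1 (chromosome 1, 40429570 to 40465415) had the highest log2 fold change, 4.52 ± 1.03 (SE), but its IC values spread from 197.2 to 2597 and its adjusted p was 0.00136, or 0.0508 without IC replicate 2. Coch had a log2 fold change of 1.42 and an adjusted p of 0.000121. Acan had 1.34 and 0.00290, and 0.153 without IC replicate 2. Ifit3b had 1.74 and 0.000102, and 0.155 without vehicle replicate 2, and shares sequence with close relatives, so its counts are uncertain. Gm21887 on chromosome X had 1.34 and 6.72e-09 and is likewise uncertain because of near-identical copies.

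The genes with the lowest fold changes were Myf5, Asb5, Ighm, Ptprz1, Stc1 and Ngfr. Ngfr (chromosome 11, 95568818 to 95587735), a neurotrophin receptor gene, fell from 3931 ± 1678 to 1115 ± 328 (SD, n = 3 each), a log2 fold change of −1.82 ± 0.431 (SE) with an adjusted p of 0.00250 by DESeq2 and 0.0338 by edgeR. Ighm, an immunoglobulin gene, had −1.98 with an adjusted p of 1.86e-05. Both Ngfr and Ighm stayed called without any 1 library. Lymphocyte RNA was neither shown nor ruled out as the source of the fall in Ighm. The lymphocyte marker list held only 6 tested genes. Myf5, a myogenic gene, had −2.08 with an adjusted p of 0.000122, and 0.289 without IC replicate 2 and 0.339 without vehicle replicate 2. Asb5 had −2.07 with an adjusted p of 0.0438, and was called in 2 of the 6 fits without 1 library. Ptprz1 had −1.95 with an adjusted p of 0.00222, and 0.105 without vehicle replicate 1. Stc1 had −1.88 with an adjusted p of 0.00790, and 0.127 without vehicle replicate 2 and 0.0924 without vehicle replicate 3. Of the 12 highest and lowest genes, edgeR called Serpina3n, Gm21887 and Ngfr, and gave the other 9 an adjusted p of 0.0537 to 0.131.

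**Figure D3:**
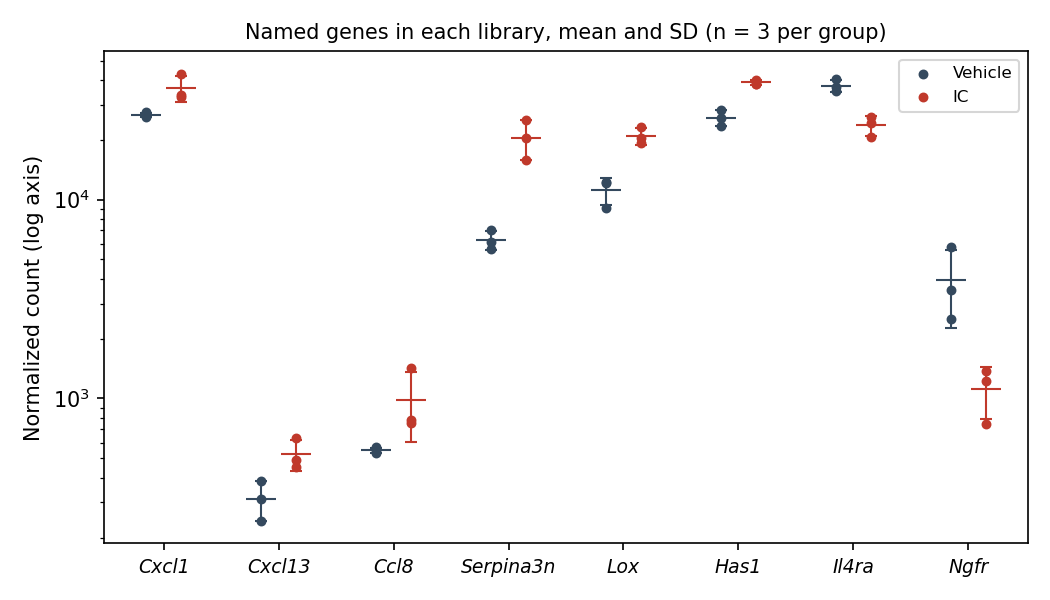
Normalized counts (log axis) of 8 named genes in each library, with points for libraries and the mean and SD of each group (n = 3). Serpina3n rises from a mean of 6267 to 20440 after IC and Ngfr falls from 3931 to 1115.

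The third question was whether response pathways moved as sets. By preranked enrichment, interferon alpha (74 genes, adjusted p 2e-19), TNF-NF-kB (71 genes, 1.59e-11), IL-6-JAK-STAT3 (82 genes, 5.76e-05), interferon gamma (75 genes, 5.76e-05) and chemokines (20 genes, 0.0114) were higher after IC, and extracellular matrix (81 genes, 0.000428) was lower. Median log2 fold changes were 0.44, 0.15, 0.06, 0.09, 0.42 and −0.02 in that order. The interferon alpha list had 69 of 74 members higher, with 13 genes called over all genes tested and 29 adjusted over the list alone. The called genes and the genes adjusted over the list alone numbered 8 and 19 for TNF-NF-kB, 11 and 18 for IL-6-JAK-STAT3, 3 and 9 for interferon gamma, 3 and 10 for chemokines, and 19 and 25 for extracellular matrix. The lists share members, and the chemokine list had an adjusted p of 0.662 once genes shared between lists were left out.

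Among the alternatives set in advance, the choice of list test changed the most calls. With the correlation between genes taken into account, no response list passed the threshold. By fry the adjusted p was 0.445 for interferon alpha, 0.0892 for TNF-NF-kB, 0.32 for IL-6-JAK-STAT3, 0.558 for interferon gamma, 0.463 for chemokines and 0.985 for extracellular matrix, and camera with an estimated correlation called none of the 20 lists. With the preset correlation camera called 10 lists, the 5 higher response lists among them. The interferon alpha list was highest in IC replicate 3. The geometric mean of the interferon alpha list was 2350 there, 1457 and 1253 in IC replicates 1 and 2, and 1085 to 1296 in vehicle. Without IC replicate 3 the adjusted p of preranked enrichment was 5.65e-12 for the interferon alpha list. That of the interferon gamma list was 0.54 without IC replicate 3, and without vehicle replicate 1 it was 0.208. With a score of myogenic genes as a term, chosen after seeing the data, the interferon alpha (0.0432), interferon gamma (0.0141) and chemokine (0.101) lists turned lower. With a skeletal muscle score as a term, also chosen then, interferon gamma turned lower (0.147). The extracellular matrix list changed direction to higher when vehicle replicate 2 was left out (adjusted p 4.69e-05) and with 1 surrogate variable as a term (3.25e-05).

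Among members of these lists, Lox had a log2 fold change of 0.91 (adjusted p 8.53e-13), Has1 0.59 (6.93e-10) and Ltbp2 0.97 (6.28e-09) in the extracellular matrix list. Il4ra fell, with −0.66 (9.40e-10), and Hmox1 rose, with 0.66 (4.45e-05), in the IL-6-JAK-STAT3 list. Ier3 rose with 0.44 (0.000342) and Tnfaip2 with 0.36 (0.000622) in the TNF-NF-kB list. Helz2 rose with 0.35 (0.000870) and Stat2 with 0.53 (0.00197, and 0.0658 without vehicle replicate 2) in the interferon alpha list. In the interferon gamma list Vcam1 fell with −0.42 (0.00146), Nod1 rose with 0.33 (0.00723) and Socs3 rose with 0.22 (0.0305). Socs3 had an adjusted p of 0.108 without IC replicate 1, 0.0644 without IC replicate 3 and 0.0824 without vehicle replicate 2. All these values are from DESeq2. With edgeR only Lox (0.0167), Ltbp2 (0.0167), Has1 (0.0228) and Il4ra (0.0228) of these passed the threshold.

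**Figure D4:**
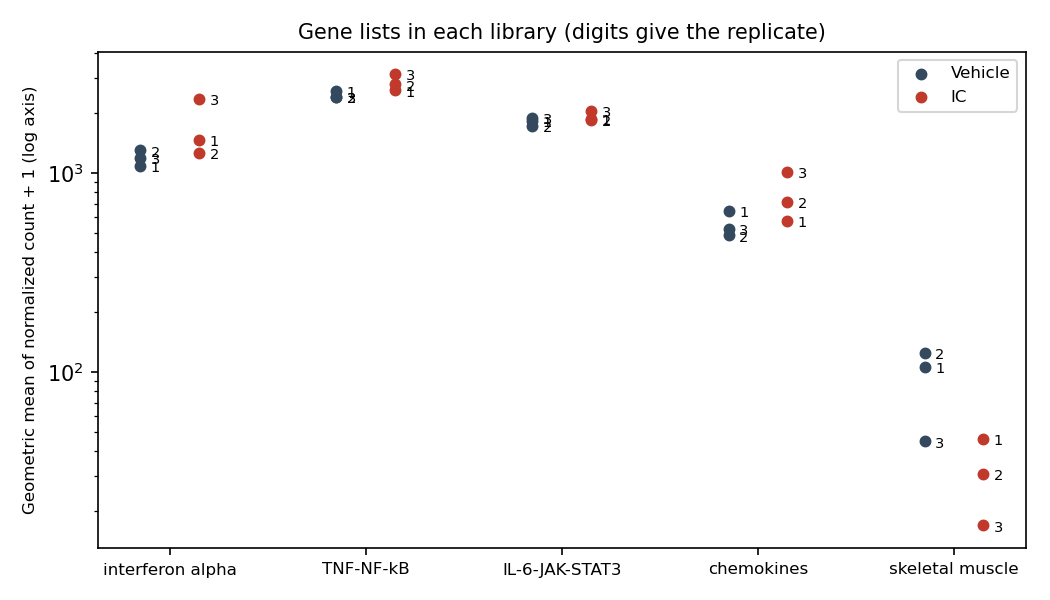
Geometric mean of normalized counts plus 1 (log axis) for 5 gene lists in each library, with digits giving the replicate and colour the group. IC replicate 3 stands at 2350 for interferon alpha, and the skeletal muscle list is at 17 to 46.3 after IC and 44.9 to 125 after vehicle.

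Marker lists asked whether other cells or handling differed between groups. By preranked enrichment, skeletal muscle (adjusted p 4.28e-09, median log2 fold change −1.69), endothelial (0.000622, −0.34), chondrocyte and bone (0.00264, −0.42), mural cell (0.0102, −0.33) and sublining fibroblast (0.0353, −0.12) were lower after IC. Glucocorticoid (0.0114, 0.10) and immediate early (0.0353, 0.06) were higher. Skeletal muscle, endothelial, and chondrocyte and bone passed whichever library was left out. Sublining fibroblast did not pass without IC replicate 1 (0.0592), IC replicate 2 (0.121), vehicle replicate 2 (0.1) or vehicle replicate 3 (0.0852). Mural cell did not pass without IC replicate 2 (0.0606), IC replicate 3 (0.149) or vehicle replicate 2 (0.0579). Glucocorticoid did not pass without IC replicate 3 (0.0594) or vehicle replicate 1 (0.211), nor immediate early without IC replicate 1 (0.0675) or vehicle replicate 1 (0.213). Adipocyte (0.174), cell cycle (0.125), circadian clock (0.445), lining fibroblast (0.2), lymphocyte (0.425), macrophage (0.124) and Schwann cell (0.9) did not pass. The test looks for a shared direction, and the clock list had 8 members higher and 10 lower. The clock gene Nr1d1, chosen after its values were seen, had a log2 fold change of 0.70. Its adjusted p was 5.81e-05 by DESeq2 and 0.0541 by edgeR. A clock difference between groups was therefore not ruled out. By fry only chondrocyte and bone passed, with an adjusted p of 0.0354. Erythroid and platelet, Fc gamma receptors and neutrophil had 2, 2 and 3 tested genes, too few for the test. Skeletal muscle markers summed to 24.9 to 49.0 CPM, counts scaled to equal library totals, after IC and 45.6 to 115 CPM after vehicle.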

Values the study reported

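The study reported 417 genes induced by IC in sorted synovial fibroblasts, and named Cxcl1, Cxcl13 and Ccl8 among them.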

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

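The alternatives chosen after seeing the data were edgeR's likelihood-ratio test, edgeR with the block, the offsets, both score terms and the removal of genes related to ribosomal RNA. The cause of each change below was not tested unless it is given.

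The count of 419 genes stayed within 1.5 times under TMM scaling (427), total-count scaling (439), no count filter (417), a mean of at least 100 (429), no independent filtering (372), no Cook's cutoff (419), 1 surrogate variable (334), edgeR's likelihood-ratio test (336), GC and length offsets (323) and removal of genes related to ribosomal RNA (419). No scaling moved the share of higher genes by over 10 percentage points. The count moved with edgeR's quasi-likelihood test (37 genes, 12 higher and 25 lower) and limma-voom (62, 25 and 37). A stricter or looser threshold moved it by construction, to 77 (19 and 58) with an absolute log2 fold change above 1 and to 1952 (979 and 973) at an unadjusted p under 0.05. A skeletal muscle score as a term gave 32 (16 and 16), and a score of 12 tested myogenic genes gave 20 (11 and 9). The myogenic score was lower in every IC library than in every vehicle library, so that term carries much of the treatment. The skeletal muscle list, at 17 to 46.3 after IC and 44.9 to 125 after vehicle, nearly did so too. Neither drop in the count therefore shows that muscle RNA made the calls. Across the 6 fits that each left out one library the count ran from 282 to 671 genes, with 124 to 328 higher and 127 to 343 lower.

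The counts gave no sign that the replicate numbers pair the libraries. Deviations of same-numbered libraries correlated at 0.007, −0.243 and 0.03 across genes, and those of other pairs at −0.215 to 0.254. With 3 libraries per group this cannot exclude a pairing or an unlabelled batch. With the replicate block DESeq2 called 320 genes, 137 higher and 183 lower, of which 272 were among the 419, and edgeR's quasi-likelihood test with the block called 22 (7 and 15).

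Of the response lists, all 6 lost the threshold under camera with an estimated correlation, at adjusted p of 0.445 for interferon alpha, IL-6-JAK-STAT3 and chemokines, 0.211 for TNF-NF-kB, 0.549 for interferon gamma and 0.916 for extracellular matrix. All 6 lost it under fry, at 0.445 for interferon alpha, 0.0892 for TNF-NF-kB, 0.32 for IL-6-JAK-STAT3, 0.558 for interferon gamma, 0.463 for chemokines and 0.985 for extracellular matrix. Extracellular matrix also lost it under camera with the preset correlation (0.681), and turned to higher with 1 surrogate variable (3.25e-05), ranking on log2 fold change (0.49), weighting 1 (0.0474) and without vehicle replicate 2 (4.69e-05). IL-6-JAK-STAT3 lost the threshold when ranked on log2 fold change (0.0612), and chemokines with the Reactome set (0.206) and without shared genes (0.662). With the skeletal muscle score as a term, IL-6-JAK-STAT3 (0.704) and chemokines (0.228) lost it and interferon gamma turned lower (0.147). With the myogenic score, IL-6-JAK-STAT3 lost it (0.381), and chemokines (0.101), interferon alpha (0.0432) and interferon gamma (0.0141) turned lower. Without IC replicate 3 interferon gamma was at 0.54, and without vehicle replicate 1 at 0.208.

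Across the 6 fits that each left out one library, the adjusted p ran from 5.76e-09 to 0.54 for interferon gamma, and from 5.14e-10 to 0.0277 for extracellular matrix. The other 4 response lists kept their direction and passed in all 6.

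Among marker lists, 271 values kept their side of the threshold, 54 lost it, 13 gained it and 37 changed direction, most of the latter in lists that did not pass. Schwann cell turned lower with limma-voom (0.598), total-count scaling (0.911), 1 surrogate variable (0.677), both camera tests (0.706 and 0.916) and fry (0.945), and ran from 0.0191 to 0.741 without one library. Circadian clock turned higher with both camera tests (0.704 and 0.916), fry (0.751), ranking on log2 fold change (0.399), weighting 1 (0.243), the offsets (0.814), the muscle score (0.894) and the myogenic score (0.882), and ran from 0.232 to 0.732 without one library. Lining fibroblast turned higher with 1 surrogate variable (0.311), both camera tests (0.858 and 0.916), fry (0.771) and weighting 1 (0.412), and ran from 0.0223 to 0.417. Cell cycle turned higher with the replicate block (0.334, or 0.263 with edgeR) and the muscle score (0.228), and ran from 0.000188 to 0.0485 without one library, higher without IC replicate 1 or vehicle replicate 1 and lower otherwise. Adipocyte (0.911 and 0.381) and macrophage (0.645 and 0.438) turned higher with the muscle and the myogenic score, and endothelial (0.871) and mural cell (0.554) with the myogenic score.

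Of the named genes, Mx1 turned lower with the myogenic score (log2 fold change −0.56), and Xist, which did not differ, ran from −0.14 to 0.005 without one library, 0.005 being without vehicle replicate 1, and turned to 0.053 with the offsets, 0.014 with the muscle score and 0.004 with the myogenic score. Over all named genes and alternatives, 561 values kept their side of the threshold, 153 lost it, 5 gained it and 5 changed sign. With edgeR's quasi-likelihood test 23 named genes lost the threshold and 10 kept their side of it.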

Other observations

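Some tests were chosen only after the results were seen. They were the splits of the samples for the gene counts, the TNF-NF-kB list and the skeletal muscle list. The macrophage markers and the reading of the muscle fibre markers were also chosen then. The fits without 1 library were set in advance. Their use to explain the interferon alpha list and to check vehicle replicate 1 was chosen after the results were seen. The cholesterol pattern was found in the scan of Reactome sets.

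The number of genes higher after IC was 205. That is lower than the value quoted from the study above. Over both directions there were 419 genes, or 417 without a count filter, and whether the quoted value covers one direction or both was not settled here.

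The gene counts and the gene lists behaved differently when the 6 libraries were split in other ways. For the count of genes, 1 of the 10 splits of the 6 samples, the real one, gave as many as 419 genes, and the other 9 gave 0 to 71. With edgeR 1 of the 10 splits gave as many as 37. With 3 libraries per group the share cannot go below 1 in 10, so a chance arrangement stays open. Simulated counts with no gene changed gave a mean of 5 calls with DESeq2 and 3 with edgeR, far below 419 and 37. Those counts were drawn gene by gene, without differences shared by many genes of a library. Other splits of the real libraries reached 71 genes with DESeq2. For the lists, 4 of the 10 splits put as many as 6 response lists past the threshold, and 3 of the 10 gave as large an absolute normalized enrichment score for interferon alpha, 6.63 in the real split and up to 7.47 in another. As large a score came from 7 of the 10 splits for interferon gamma, 2 for IL-6-JAK-STAT3, 3 for chemokines, 8 for extracellular matrix and 3 for skeletal muscle. TNF-NF-kB differed, since only the real split, 1 of the 10, gave a score as large as its 4.24, and the others gave 0.69 to 2.99. For the other lists, the preranked p-values alone therefore do not set the treatment apart from other splits. For TNF-NF-kB, 1 in 10 is the lowest share that can be reached, and several lists were split. A chance arrangement therefore stays open for TNF-NF-kB too. A candidate explanation is that genes of one list vary together between libraries. The 2 higher-scoring splits both place IC replicates 1 and 3 together, and the interferon alpha genes were high in IC replicate 3. Mx1, chosen after its values were seen, had 318.5, 173.6 and 2373 normalized counts in IC replicates 1, 2 and 3 and 130.4 to 197.4 after vehicle. Without IC replicate 3 the list had an adjusted p of 5.65e-12, but by the same preranked test, so whether that library alone made the rise stays open. The macrophage markers showed no rise as a set, with a median log2 fold change of −0.32 over 8 tested genes, 2 of them higher. The most abundant of these markers, Cd68, had 1308 normalized counts after IC and 1243 after vehicle. None of the 8 was called and the list did not pass (adjusted p 0.124 by preranked enrichment). More macrophages among the sorted cells of IC mice were therefore neither shown nor ruled out. A response of the fibroblasts to IC stays open and untested.

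Technical causes of the 419 genes were tested. GC content or transcript length was argued against as the whole cause, since 302 of the 419 genes were still called after offsets for both. Counts related to ribosomal RNA in vehicle replicate 1 were argued against as the whole cause, since 326 were still called without that library. The 214 genes lower after IC might in part come from muscle fibre RNA, because all 19 tested skeletal muscle markers were lower and 6 were called. The fibre marker with the largest fall was Ttn, which fell by 553 normalized counts. A larger fall was seen in 118 of the lower genes, which argues against fibre RNA as the whole cause for those 118. The marker list may not hold the fibre transcript that fell most, which limits this argument. For the other lower genes fibre RNA, RNA from other cells and a change in fibroblasts cannot be told apart. The comparison with Ttn does not address RNA from muscle cells other than fibres. Of 12 tested myogenic genes, all 12 were lower, with a median log2 fold change of −1.50. They were listed as markers of muscle satellite cells, after their values were seen. Musk among them changed little (753.6 normalized counts after IC and 758.8 after vehicle), and 5 of the 12 fell by more than Ttn. The fry p of 0.0231 cannot test this pattern, since the list was written with the values known. RNA from satellite cells among the sorted cells was therefore neither shown nor ruled out. With the skeletal muscle score as a term 16 lower genes were still called. The most abundant fibre marker after vehicle was Ttn at 979.5 normalized counts, and Tnnt3 changed little (739 after IC and 819.6 after vehicle), so not every listed marker need come from fibres. Acta1, chosen after its values were seen, had 120 ± 78.6 after IC and 597 ± 418 after vehicle (SD, n = 3 each).

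Of 695 Reactome sets, 104 passed the threshold by preranked enrichment, 51 higher and 53 lower, and 1 by fry. The set that passed by fry was EPH-ephrin mediated repulsion of cells (35 genes, median log2 fold change −0.078, fry adjusted p 0.00418). It was not among the 104, with an adjusted p of 0.0952 by preranked enrichment. The set with the smallest p was cholesterol biosynthesis (22 genes, normalized enrichment score 4.04, adjusted p 1.04e-08, median log2 fold change 0.41), with a fry p of 0.102 before adjustment and 0.718 after. Sqle in this set, chosen after its values were seen, had a log2 fold change of 0.76 with an adjusted p of 0.000256 by DESeq2. A single library was argued against as the cause, since the lowest median log2 fold change of the set with any 1 library left out was 0.26. GC content or transcript length was argued against, since the normalized enrichment score was 3.86 after offsets. However, 2 of the 10 splits of the 6 samples gave as large an absolute score. A shift in sterol synthesis after IC is a hypothesis that these data leave open.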
